A study of Mus musculus with 6 samples. Its data were reported in "Multi-Omics Profiling Identifies Microglial Annexin A2 as a Key Mediator of NF-κB Pro-inflammatory Signaling in Ischemic Reperfusion Injury" (2024).

How the data were processed

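The data were bulk RNA-seq gene counts from mouse hippocampus. The labels placed 6 libraries in 2 groups: 3 libraries from sham-operated mice (sham) and 3 from mice whose middle cerebral artery was occluded for 1.5 h and then reperfused for 24 h (ischemia/reperfusion, I/R). The mice were 56 days old. Groups and replicate numbers were taken from the sample titles. Per the study's methods, each library held RNA of several pooled hippocampi, so the spread between libraries is a spread between pools and not between single animals.

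The authors aligned the reads to an Ensembl genome with TopHat2, a splice-aware aligner, and counted reads per gene with HTSeq; the deposited table gives these raw counts. The deposited table also gives FPKM per library, which the authors computed by dividing counts by gene length and by the counted reads of the library, and the authors' own p-value and adjusted p-value per gene, whose test is not named. Whether the counting used the strand of the reads, and how it treated reads that fit several places, is not stated. HTSeq in its usual settings drops reads that fall on more than 1 gene and reads that align to several places, which lowers the counts of genes with a near-identical copy and of genes that overlap another gene; such genes are named as uncertain where they are reported.

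The table had 41390 lines for 41386 genes, because 4 lines had been split; these were rejoined. Of the genes, 40303 had identifiers of Ensembl's annotation of the BALB/cJ strain and 1083 were loci the authors assembled. The labels give the strain of the mice as C57BL/6, so reads were counted against the annotation of another strain. Coordinates are given as in the table, on the BALB/cJ assembly. Of 18640 named genes matched by symbol to the GENCODE M21 annotation of GRCm38, 0 had the same start, so no coordinates of that build were used. Gene names were given for 30138 genes. The 11248 genes without a name had identifiers and stayed in library sizes and tests; they held 4.05% to 4.57% of the counts of a library. A spreadsheet had turned 24 names into dates, and 48 names were on more than 1 row. The table held 0 genes of chromosome Y and 0 of the mitochondrial chromosome. Counts were 0 in all 6 libraries for 12437 genes. No pair of libraries had identical counts.

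Of 309 gene symbols in lists of genes written beforehand, 290 were named in the table. Another 5 (Grin2a, Hspa8, Map2, Ptgs2 and Rims1) were found from the KEGG text of an unnamed row together with the names of its neighbouring genes. That rule was checked on 500 named rows, of which 96.2% passed, against 0.2% with shuffled names. The remaining 14 were not analysed here. Among these, Nfkbiz and Ly6c1 each had a candidate row with 6 of 6 neighbours matching. Those rows were loci the authors assembled and were not used.

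Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr, libraries were scaled by the trimmed mean of M-values (TMM), and I/R was compared with sham by edgeR's quasi-likelihood F-test (glmQLFit with robust estimation, glmQLFTest) without covariates. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called differentially expressed (DEG) at an adjusted p under 0.05 and a fold change over 1.2 in either direction. The fold change rule was the symmetric one that the study states for its plot of the hippocampal comparison, with an unadjusted p there; its general methods give a lower limit for falls that is not the inverse of the limit for rises, and that rule was not used here. The standard error (SE) of a log2 fold change was its size divided by the square root of F. Levels are given as CPM, counts relative to the TMM-scaled library size, as mean ± SD of 3 libraries. A library was taken to be at the floor for a gene at 3 counts or fewer, and a fold against a group with all libraries at the floor is given as a lower bound. Exact two-sided permutation tests of CPM are given as a description, since 3 libraries against 3 cannot give a p under 0.1. Intervals and floors cover counting error only, since PCR copies of 1 molecule are not told apart.

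The fit was tested on 3 sets of simulated counts with the means, dispersions and library sizes of the real libraries and 200 genes changed by known folds. It recovered 74.6% of the changed genes, with 0 wrong directions and a slope of fitted on true log2 fold change of 1.00. Of the calls, 9.34% on average (5.59% to 12.5%) were unchanged genes, which is more than the nominal 5%, although 4.65% of unchanged genes had an unadjusted p under 0.05. The real comparison had many more changed genes than the simulated ones.

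Gene sets were tested with limma 3.58.1 (camera, correlation between genes preset to 0.01) on the same design, with Benjamini-Hochberg adjustment over 28 sets of at least 5 tested genes. The lists were those of the study (11 immune genes found in its transcriptome and proteome, 7 inflammatory mediators measured in its BV2 cells, and markers of microglia, astrocytes, neurons and oligodendrocytes) and lists written for NF-κB components, NF-κB target genes, cytokines and chemokines, the interferon response, complement and coagulation, synaptic genes, heat shock genes, homeostatic microglia, reactive astrocytes, homeostatic astrocytes, neutrophils, monocytes and macrophages, T cells, erythrocytes, endothelium, oligodendrocytes, choroid plexus, striatum, CA1 pyramidal cells, dentate granule cells, immediate early genes, the cell cycle, apoptosis, the annexin A2 partner S100a10 and sex. Added to these were the proteins of the cytosolic ribosome and 5 Gene Ontology (GO) terms carried by the table. Pathway sets of KEGG were not run because the table's KEGG column named genes and not pathways. On simulated counts, camera found 6 of 6 changed sets and called 0 of 600 unchanged sets, of which 0.167% had an unadjusted p under 0.05. Each gene was simulated independently, changed sets held only changed genes and unchanged sets only unchanged ones. That check therefore could not test whether the preset correlation is too low for real genes.

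The tests of the comparisons in the report, the gene lists, the rule for naming genes and the alternatives listed next were fixed before the data were examined. The tests of explanations in the closing section and the corrections for gene length, GC content and the choroid plexus list were added later. The genes named are those of the study's lists, of which some are not reported here, and the 5 largest rises and 5 largest falls among named genes with an adjusted p under 0.05, a mean of at least 1 CPM in each group and no overlap between groups. Alternatives were other scalings (DESeq2 size factors, upper quartile, library size only), other tests (DESeq2 1.42.0, limma-voom, and limma on log2 of FPKM plus 1 or plus 0.1), other count filters, the replicate number as a block, other thresholds, fry and an estimated correlation for gene sets, and leaving out each library in turn. Principal components were computed from log2 CPM with a prior count of 2. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.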

Results

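Gene expression in mouse hippocampus was measured by RNA-seq in 3 sham libraries and 3 I/R libraries. In the I/R model a filament blocks the middle cerebral artery for 1.5 h, and blood flow is then restored for 24 h; the sham group was operated on without occlusion. The total count was 39553637, 37527226 and 37692542 in I/R replicates 1, 2 and 3 and 42434689, 44788547 and 37493042 in sham replicates 1, 2 and 3. At this depth a gene at the floor of 3 counts had about 0.0793 CPM in sham. Between 24638 and 25201 genes had a count in an I/R library, and between 22914 and 23228 in a sham library. The 50 most abundant genes of a library held 8.28% to 8.43% of its counts in I/R and 10.3% to 10.6% in sham. The TMM factors were 1.15, 1.07 and 1.06 in I/R and 0.920, 0.908 and 0.918 in sham.

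The first question was whether the groups separated and how far replicates differed. The first principal component of 18569 tested genes held 71.4% of the variance and the second 10.7%. I/R replicates 1, 2 and 3 lay at 97.1, 53.6 and 43.6 on the first component, and the sham replicates at -62.7, -65.3 and -66.3. With the 500 most variable genes, the setting that moved it most, the first component held 84.0%. Spearman correlations between libraries were 0.991 to 0.994 within sham, 0.979 to 0.992 within I/R and 0.931 to 0.971 between groups. The biological coefficient of variation was 0.236 in I/R and 0.125 in sham. Without I/R replicate 1 it was 0.135 in I/R, so that replicate held most of the excess. The second component separated I/R replicate 3 and sham replicate 1, at -32.0 and -37.5, from the other libraries, at 3.15 to 29.9.

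**Figure D1:**
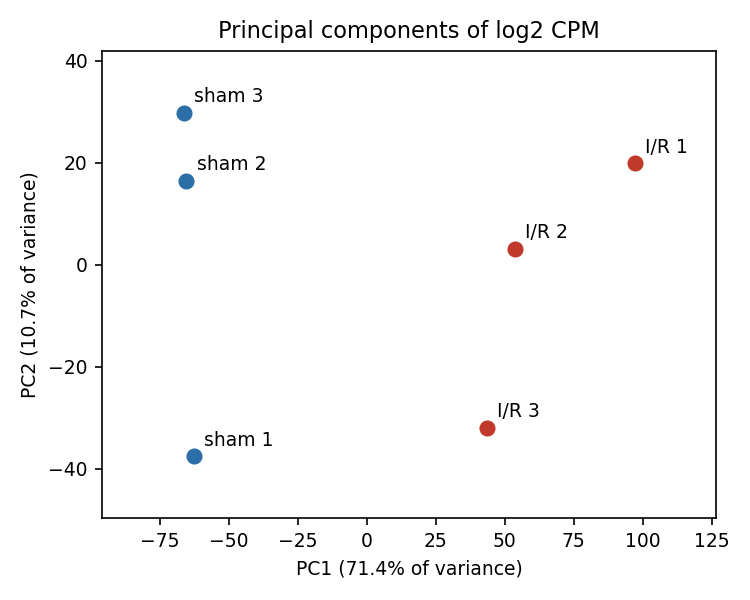
Scores of the 6 libraries on the first and second principal components of log2 CPM, with the percent of variance on each axis; each point is 1 library. The I/R libraries lie between 43.6 and 97.1 on the first component and the sham libraries between -66.3 and -62.7.

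The second question was which genes changed after I/R. Of 18569 genes tested, 7756 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4054 higher and 3702 lower in I/R, so that 52.3% of the calls were higher. In 10666 genes, 57.4% of those tested, the 3 I/R libraries did not overlap the 3 sham libraries, where chance gives 10%. With a fold change over 2, the rule that moved the count most, 2760 genes were called, 1893 higher and 867 lower. The rule of an unadjusted p gave 9047 genes, 4738 higher and 4309 lower. The split between directions depended on the scaling. With library size only, 8361 genes were called, of which 6334 (75.8%) were higher and 2027 lower, and 6081 of the calls were shared with TMM scaling. The median log2 fold change of all tested genes was 0.03 with TMM and 0.28 with library size only, so each direction is relative to the scaling. Under TMM the smaller changes near 0 have the side that scaling gives them.

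**Figure D2:**
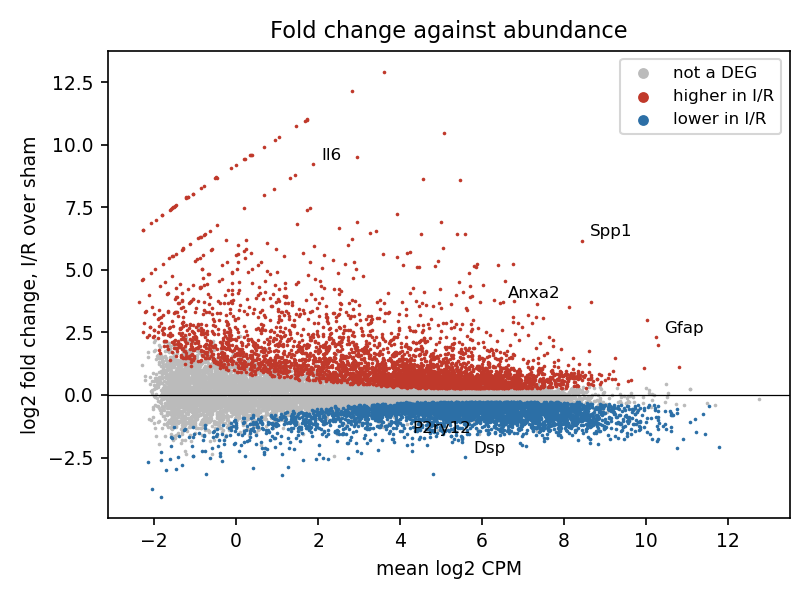
Log2 fold change of I/R over sham against mean log2 CPM for the 18569 tested genes, each point 1 gene, with the 4054 genes called higher and the 3702 called lower in colour. The straight streaks at the upper left are genes at or near 0 counts in sham, whose fitted fold change depends on the prior count.

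In the authors' deposited table, 6509 genes were called, 3142 UP and 3367 DOWN, all with an adjusted p under 0.05. Among the genes tested here, 6412 were called in the authors' deposited table. Of these, 6185 were also called here, and all 6185 had the same direction. Another 1571 genes were called here alone and 227 in the authors' deposited table alone.

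Anxa2, the gene the study follows, encodes annexin A2, a calcium-dependent protein that binds membranes. It is on chromosome 9 from 66788383 to 66826852 (BALB/cJ assembly, identifier MGP_BALBcJ_G0034965). Its level was 160 ± 63.2 CPM in I/R and 12.4 ± 1.18 CPM in sham (SD, n = 3 each). The counts were 10472, 5715 and 4288 in I/R and 480, 553 and 387 in sham. The log2 fold change was 3.69 with an SE of 0.28 (edgeR adjusted p of 0.000269), and all 3 I/R libraries lay above all 3 sham libraries (exact two-sided permutation p of 0.1, the smallest possible). I/R replicate 1 had the highest level, and without it the log2 fold change was 3.33. S100a10, which encodes the partner protein of annexin A2 and is on chromosome 3 from 90886542 to 90896105, rose from 15.9 ± 2.38 to 82.4 ± 6.88 CPM, a log2 fold change of 2.38 with an SE of 0.13 (edgeR adjusted p of 0.000164). Of the 50-base stretches of the Anxa2 transcripts in GENCODE M21, 2.24% also lay in transcripts of another gene.

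The study chose 11 immune genes that changed in both its transcriptome and its proteome. The choice was made on these libraries, so their calls are not independent evidence. All 11 were DEGs, 10 higher and 1 lower, and the count adjusted over the list alone was also 11. Spp1 rose from 9.42 ± 2.01 to 681 ± 351 CPM, a log2 fold change of 6.17 with an SE of 0.41 (edgeR adjusted p of 0.000215). Serpina3n rose by 3.73 on the log2 scale (SE 0.25), C3 by 3.44 (SE 0.47), Msn by 3.13 (SE 0.24), Anxa1 by 2.33 (SE 0.23), Pecam1 by 1.92 (SE 0.21), Ctss by 1.14 (SE 0.14) and Fn1 by 1.02 (SE 0.21). Without I/R replicate 1, the rise of C3 was 2.85. Fga had 122, 79 and 39 counts in I/R and 0, 2 and 1 in sham, all at the floor, and was at least 23.7-fold higher in I/R. Rps6ka5 was lower, at 21.1 ± 2.22 CPM in I/R and 31.0 ± 3.22 CPM in sham, a log2 fold change of -0.56 with an SE of 0.12 (edgeR adjusted p of 0.00869). It was not a DEG with library size only, at -0.31 (edgeR adjusted p of 0.0638), or on FPKM, and its adjusted p ranged from 0.000813 to 0.120 over the alternatives. The median of the list was 3.13, also with Fga at its bound.

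**Figure D3:**
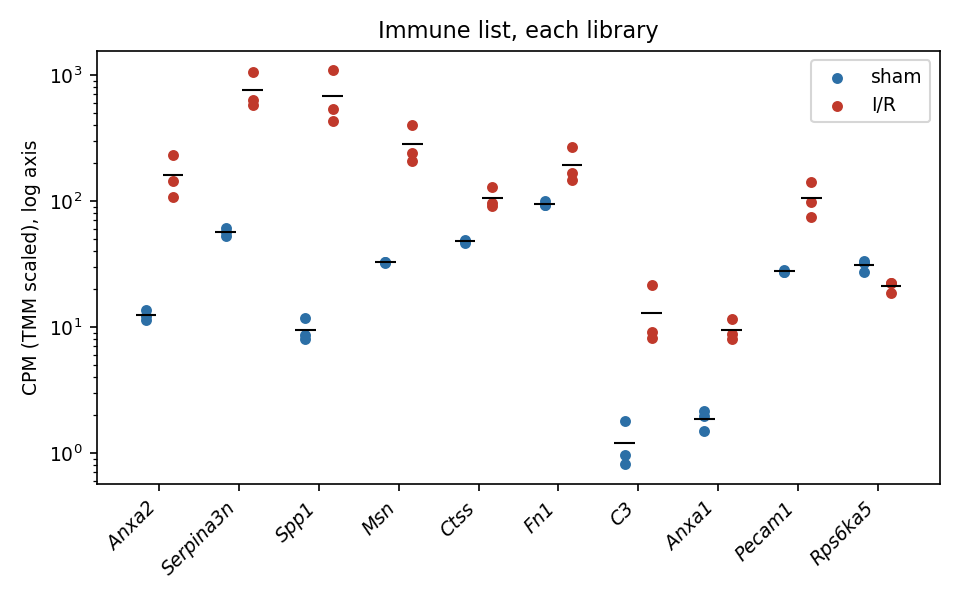
CPM in each library, on a log axis, of 10 genes of the immune list (Fga, at the floor in sham, is left out); each point is 1 library and each bar the mean of 3. Anxa2 has a mean of 160 CPM in I/R and 12.4 CPM in sham, and Rps6ka5 is the gene whose I/R libraries lie below sham.

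The next list held inflammatory mediators that the study followed in BV2 cells, a mouse microglial line. All 7 genes of the list were DEGs and higher in I/R, and the count adjusted over the list alone was also 7. The study counted Arg1 and Mrc1 (CD206) as anti-inflammatory. It reported that both fell in BV2 cells after oxygen and glucose were withheld and restored, the opposite of their rise in this whole tissue. Several had few counts. Il6 had 451, 239 and 224 counts in I/R and 1, 0 and 0 in sham, and was at least 90.4-fold higher. Tnf had 128, 42 and 129 counts in I/R and 4, 1 and 0 in sham, a log2 fold change of 5.66 with an SE of 0.78 (edgeR adjusted p of 0.00148). Without sham replicate 1, which held 4 of its 5 sham counts, the fitted log2 fold change was 7.17. Arg1 rose by 5.95 (SE 1.01), with 706, 110 and 126 counts in I/R, so that replicate 1 held most of them. Without I/R replicate 1 its rise was 4.67, and without sham replicate 1 it was 6.99. Il1b rose by 3.86 (SE 0.73), with 219, 39 and 66 counts in I/R, and by 2.94 without I/R replicate 1. Ptgs2 rose by 1.76 (SE 0.14) and Mrc1 by 1.22 (SE 0.22) on the log2 scale. Nos2 had the weakest support, at 0.837 ± 0.163 CPM in I/R and 0.30 ± 0.122 CPM in sham, a log2 fold change of 1.46 with an SE of 0.44 (edgeR adjusted p of 0.0301). It was not a DEG without I/R replicate 2 (edgeR adjusted p of 0.0996), nor without sham replicate 1 (0.0864) or 3 (0.0970), with adjusted p from 0.0154 to 0.0996 over the alternatives. On log2 of FPKM plus 1, which understates the change of genes with few counts, it was at 0.21, under the fold change rule (limma adjusted p of 0.0441). With a filter of at least 10 counts in every library, 2 of the 7 were tested and both were called.

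The study related its immune genes to 3 markers each of microglia, astrocytes, neurons and oligodendrocytes. With 2 clusters of 3 libraries, no correlation across libraries is given. Of the 12 markers, 10 were DEGs, 4 higher and 6 lower, and 12 passed when adjusted over the list alone. The markers of microglia, of astrocytes and of oligodendrocytes each moved in both directions, with each scaling tried. Among microglial markers, Aif1 rose by 0.76 (SE 0.19, edgeR adjusted p of 0.0150) and Cx3cr1 by 0.48 (SE 0.17, edgeR adjusted p of 0.0489). P2ry12 was lower, at 8.12 ± 2.93 CPM in I/R and 25.8 ± 2.98 CPM in sham, a log2 fold change of -1.67 with an SE of 0.26 (edgeR adjusted p of 0.00209). Among astrocyte markers, Gfap rose from 403 ± 30.02 to 1998 ± 368 CPM, a log2 fold change of 2.31 (SE 0.17, edgeR adjusted p of 0.000269), and Aqp4 rose by 0.52 (SE 0.16), while Mfge8 had a log2 fold change of -0.57 (SE 0.15). The neuronal markers Tubb3 and Rbfox3 had log2 fold changes of -1.02 (SE 0.12) and -0.75 (SE 0.20), and Map2 did not pass at -0.47 (SE 0.18, edgeR adjusted p of 0.0661). Of the oligodendrocyte markers, Mal was lower at -0.43 (SE 0.13), and Mag did not pass at 0.51 (SE 0.18, edgeR adjusted p of 0.0560). These smaller changes depended on the libraries in the fit and on scaling: 4 markers were DEGs without sham replicate 1, 5 without sham replicate 2 and 5 without sham replicate 3. With library size only, Mfge8 and Mal were not DEGs (edgeR adjusted p of 0.173 and 0.305) and Mag was (0.0164). Over the alternatives, adjusted p ranged from 4.27e-05 to 0.173 for Mfge8, 0.00489 to 0.327 for Mal and 0.0157 to 0.174 for Mag. For Aqp4 the edgeR adjusted p was 0.0294, with a range of 5.57e-06 to 0.123 over the alternatives. Its call was lost with the replicate number as a block, without I/R replicate 2 or 3, and without sham replicate 1, 2 or 3. Cx3cr1 was not a DEG with DESeq2 size factors, at an edgeR adjusted p of 0.0529 (0.0120 to 0.157 over the alternatives), and its I/R and sham libraries overlapped.

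Under the naming rule, the largest rises were Atf3, Spp1, Ptx3, Lgals3 and Hmox1. Atf3 (chromosome 1, 190751483 to 190799297) rose from 1.10 ± 0.388 to 95.2 ± 49.5 CPM, a log2 fold change of 6.43 with an SE of 0.45 (edgeR adjusted p of 0.000216). The rises of Ptx3, Lgals3 and Hmox1 were 5.86 (SE 0.48), 5.36 (SE 0.42) and 5.25 (SE 0.48), and that of Hmox1 was 4.52 without I/R replicate 1. The largest falls were Lct, Zcchc5, Tdo2, Crybb1 and Dsp. Lct (chromosome 1, 126993969 to 127038090) was at 5.65 ± 5.04 CPM in I/R and 50.1 ± 4.26 CPM in sham, a log2 fold change of -3.15 with an SE of 0.74 (edgeR adjusted p of 0.0132). Its I/R counts were 32, 219 and 431 in replicates 1, 2 and 3, and without I/R replicate 3 the log2 fold change was -4.07. It was not a DEG without a count filter, at an edgeR adjusted p of 0.0903 (0.00287 to 0.0903 over the alternatives). Zcchc5 had a log2 fold change of -2.56 (SE 0.45; -3.35 without I/R replicate 3), Tdo2 of -2.53 (SE 0.50), Crybb1 of -2.51 (SE 0.36) and Dsp of -2.50 (SE 0.36). Lct, Tdo2 and Dsp were in the dentate granule cell list.

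The study reported enrichment of immune and inflammatory terms among the genes that rose. Of 28 gene sets, 23 passed an adjusted p of 0.05 by camera with a preset correlation, 17 higher and 6 lower in I/R. All 23 also passed by fry, a rotation test, and 0 passed by camera with an estimated correlation, where 7 had an unadjusted p under 0.05. Camera with the preset correlation also gave as many sets in 3 of the 10 splits of the 6 libraries into 3 and 3, the real one included, so its p-values are no measure of how well the groups were separated. The GO terms innate immune response (416 genes tested), inflammatory response (372), immune response (784) and response to cytokine (535) had median log2 fold changes of 0.66, 0.66, 0.50 and 0.43, with camera adjusted p of 2.77e-13, 1.53e-10, 2.96e-10 and 1.47e-08. In the GO term innate immune response, 218 genes were DEGs and higher and 29 were DEGs and lower.

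Among the lists, the largest median log2 fold changes were 5.38 for cytokines and chemokines (5.11 with genes at the floor set to their bound, 21 of 23 higher), 3.86 for the inflammatory mediators, 3.73 for neutrophils (5 of 7 higher) and 3.71 for reactive astrocytes (12 of 12 higher). Medians were 2.74 for monocytes and macrophages, 2.36 for complement and coagulation, 2.12 for the interferon response, 1.98 for NF-κB targets, 1.14 for heat shock genes, 1.12 for immediate early genes and 0.93 for NF-κB components. The last had 7 of 9 genes higher and 0 lower, with 7 at an unadjusted p under 0.05. The cytosolic ribosome had a median of 0.73, with 44 of 49 genes higher (camera adjusted p of 7.12e-16); these genes have many near-identical pseudogenes, so their counts are uncertain. Lower sets were synaptic genes at -1.09 (28 of 31 lower, camera adjusted p of 9.90e-13), the GO term synaptic transmission at -0.53 (230 of 417 lower), dentate granule cells at -1.39, CA1 pyramidal cells at -1.16, homeostatic microglia at -0.68 and homeostatic astrocytes at -0.57. The neutrophil set had a camera adjusted p of 0.0136 and did not pass with library size only (0.0640) or without I/R replicate 1 (0.0640), and over the alternatives its adjusted p ranged from 4.73e-05 to 0.374.

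The sets that did not pass by camera were endothelium (0.72, adjusted p of 0.0584), choroid plexus (-0.81, 0.385), the cell cycle (0.25, 0.566), striatum (-0.21, 0.363) and oligodendrocytes (-0.14, 0.566), each with its median log2 fold change first. The medians of striatum and oligodendrocytes were 0.05 and 0.12 with library size only, so their direction depended on the scaling. The choroid plexus list differed between libraries of 1 group more than between groups. Ttr had 68521, 138610 and 810 counts in I/R and 385, 101015 and 140679 in sham. Without sham replicate 1, the choroid plexus list passed as lower in I/R, at a camera adjusted p of 0.00123 (0.00123 to 0.946 over the alternatives). Among lists with fewer than 5 tested genes, Bax of the apoptosis list rose by 0.80 (SE 0.10) on the log2 scale, and Bcl2 was not a DEG at -0.15 (SE 0.15). Of the T cell list 2 genes were tested and 1, Lck, was higher. Of the erythrocyte list 3 were tested and 1 was lower. Of the sex list, Xist had 6, 12 and 20 counts in I/R and 1, 3 and 3 in sham, at least 3.92-fold higher, and was below the count filter.

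**Figure D4:**
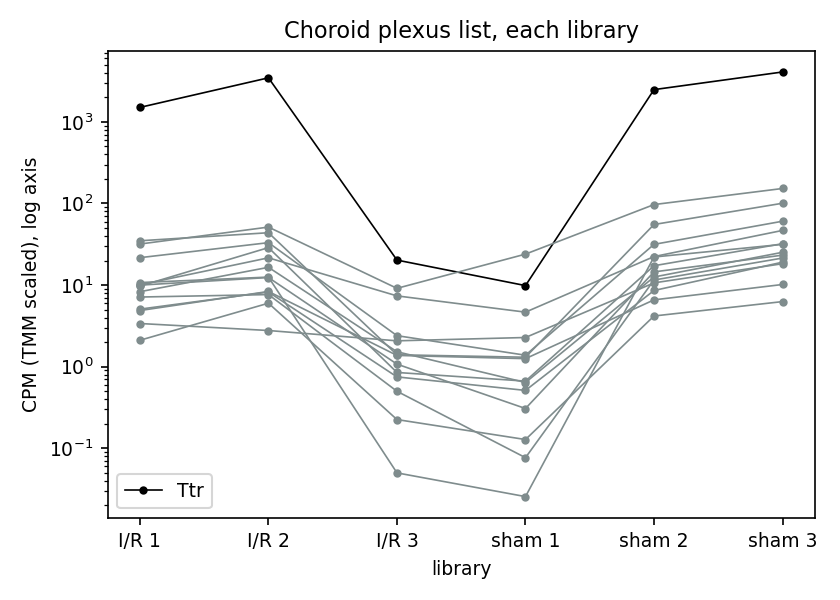
CPM of the choroid plexus list in each of the 6 libraries, on a log axis; each line is 1 of 14 genes, with Ttr in black. I/R replicate 3 and sham replicate 1 have the lowest values.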

Values the study reported

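The study reported 5897 differentially expressed genes in the hippocampus after I/R relative to sham, of which 3080 were higher and 2817 were lower.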

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

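Alternatives that corrected for gene length, for GC content with gene length, or for the choroid plexus list as a covariate were chosen after seeing the data. The others were planned.

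The count of DEGs was 7756. It fell to 2760 with a fold change over 2 because that rule is stricter. The other alternatives gave 5330 to 9047 genes, within 1.5 times. Leaving out 1 library gave 5330 (without sham replicate 2) to 7976 (without I/R replicate 1); without sham replicate 1 or 3 the counts were 5611 and 5480. Fewer samples enter those fits. Of the 7756 genes, 7683 were also called with DESeq2 size factors, 7539 with the DESeq2 Wald test, 7569 with limma-voom, 7112 with the length correction, 6980 with the GC and length correction, 7126 with the choroid plexus covariate and 6081 with library size only. Higher calls were 52.3% with TMM, and 75.8% with library size only, 75.0% with FPKM plus 1 and 75.5% with FPKM plus 0.1, the settings without a composition factor. DESeq2 size factors gave 51.3% and the upper quartile 54.4%. Without I/R replicate 3, fewer genes were higher (3778) than lower (3883), and without I/R replicate 1 the counts were 4010 and 3966.

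The log2 fold change of Anxa2 ranged from 3.33 to 3.96 over 16 alternatives, with adjusted p from 1.02e-46 to 0.00533, all past the threshold. The immune list had 10 or 11 DEGs in each of 16 alternatives, and Rps6ka5 was the gene lost, with library size only and on FPKM. The inflammatory mediators had 6 or 7 DEGs in the 6 fits that each left out a library, 6 on FPKM plus 1, where Nos2 was lost, and 2 with at least 10 counts in every library, where 2 were tested because of that filter. No value could be had there for Tnf, Il1b, Il6, Nos2, Arg1 and Fga. The brain cell markers had 10 DEGs, and 4 to 11 in the fits that each left out a library. The share of variance on the first principal component was 71.4%, 69.2% with a prior count of 0.5 and 84.0% with the 500 most variable genes; the cause was not tested.

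For the other 38 named genes, 602 pairs of gene and alternative were compared. The call was the same in 545, was lost in 45 and was gained in 12, and the direction reversed in 0. Calls were lost in 10 genes. Calls were gained in 2 genes, Map2 and Mag. Between 30 and 39 of the named genes were DEGs in each alternative.

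Of 28 gene sets, 23 passed by camera with a preset correlation and 0 with an estimated correlation, where 7 had an unadjusted p under 0.05. The cause was not tested. Between 23 and 24 sets passed in the fits that each left out a library. The endothelium set, at an adjusted p of 0.0584, passed by fry (0.0205), with the length correction (0.0485), and without I/R replicate 1 (0.00726), 2 (0.0452) or 3 (0.00366).

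The groups share the replicate numbers 1 to 3. The deviations of same-numbered libraries from their group means had correlations across genes of -0.0967, 0.0556 and -0.184, so the libraries share a number only. With the replicate number as a block, 6332 genes were DEGs, of which 6254 were DEGs without it, 24 gene sets passed, with endothelium gained (0.0191), and 6 of the 12 brain cell markers were DEGs. The block leaves fewer degrees of freedom. Under the block, Anxa2 stayed past the threshold.

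Depth limits the genes with few counts. Of the neutrophil list, 7 of 13 genes were tested and Ly6g had 1 count in all libraries together. Of the T cell list, 2 of 8 were tested.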

Other observations

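The tests of the DEG splits, the choroid plexus list, I/R replicate 1, neutrophils or monocytes as the whole source of Anxa2 and the dentate granule genes were chosen only after the result was seen. The other tests were set down before theirs.

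Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs as the real one, which was the real one itself. The other splits gave 0 DEGs and 97 to 301 genes at an unadjusted p under 0.05 and a fold change over 1.2. With 10 splits the share cannot fall under 0.1. For gene sets, 3 of the 10 splits gave as many sets, the real one included. The splits that put 2 I/R libraries with 1 sham library gave 21 to 24 sets when I/R replicate 1 was among the 2, against 23 in the real split. The splits that put I/R replicates 2 and 3 together with a sham library gave 0 to 3 sets, and 6 to 8 at an unadjusted p under 0.05. Mixed groups still differ in their share of I/R libraries, and camera with a preset correlation tests whether the genes of a set lie apart from other genes within a comparison. The set calls therefore describe which genes lie high or low in a comparison, and the DEG count is the result that set the real split apart.

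The share of higher calls rose from 52.3% to 75.8% with library size only. A composition effect of abundant genes is a candidate explanation. The 1000 most abundant genes held 37.99%, 41.4% and 42.2% of the counts in I/R and 47.5%, 47.7% and 47.7% in sham, and 579 of them were DEGs and lower against 143 DEGs and higher. Those DEGs were called under TMM, the scaling in question. With library sizes counted without these genes, the median log2 fold change of all genes fell from 0.28 to 0.0947, just under the limit of 0.1 set for this test. That fall follows from the shares of counts just given. It therefore cannot tell a fall of abundant genes from a rise of the other genes. Abundant genes that fell in I/R may account for part of the shift. Whether the RNA content of the tissue changed was not measured, so a change in the total remains open.

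I/R replicate 1 lay farthest from sham. Its median absolute log2 difference from the sham mean was 0.58, against 0.42 and 0.38 in replicates 2 and 3. Across genes, which are not independent replicates, replicate 1 minus replicate 3 correlated with replicate 2 minus the sham mean at r = 0.455, while differences between sham libraries gave 0.0733, 0.0408 and -0.0332. A larger size of the same response in that pool is a candidate explanation. Variation in infarct size between animals and a difference in dissection were not tested.

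The choroid plexus list differed between libraries of 1 group. All 13 genes other than Ttr had their lowest values in the libraries where Ttr had them, I/R replicate 3 and sham replicate 1, as did 3.91% of all tested genes. The gap between the highest and the lowest library was 5.38 in log2 CPM, and the log2 ratio of the largest to the smallest total was 0.26. CPM are already scaled to library size, so comparing these values cannot test library size. The gap is what remained after that scaling. Choroid plexus tissue left on some of the dissected hippocampi is a candidate explanation. In sham, 14 of the 14 genes had at least 1 CPM. With the list as a covariate, 7291 genes were DEGs. The second principal component separated the same libraries.

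Annexin A2 is followed by the study as a microglial protein. The study reported stronger staining of the protein in Iba1-positive cells, its microglial marker, in brain tissue after I/R. In its primary cultures deprived of oxygen and glucose and then reoxygenated, Anxa2 rose in microglia but not in astrocytes or neurons. Those experiments are not part of these libraries, and several sources of the rise of Anxa2 RNA in whole tissue were weighed. More microglia with unchanged expression per cell would raise microglial genes alike. The 12 genes of the homeostatic microglia list had a median log2 fold change of -0.684 against 3.69 for Anxa2, with 2 higher and 6 lower. Of these 12, 2 are in another list. The microglial markers Cx3cr1, in that list, and Aif1, outside it, rose by 0.48 and 0.76. These values argue against that explanation as the whole source. A lower level per cell could hide a rise in cell number, so more microglia are not excluded. For infiltrating blood cells, S100a8, abundant in neutrophils, rose by 6.81 CPM (7.09 ± 6.63 CPM in I/R) and Lyz2, abundant in monocytes, by 13.2 CPM (16.8 ± 8.05 CPM in I/R), while Anxa2 rose by 148 CPM. These are single genes, and their ratio to Anxa2 in such cells was not measured, so neither excludes these cells as a source. Monocytes and macrophages stay open: their list had a median of 2.74 (with 2 genes at the floor at their bound as well), with 11 of 12 genes higher, but 5 of the 12 had at least 1 CPM in sham, 3 are in another list and 1 was picked by the study from these libraries. A rise per cell in microglia, astrocytes or endothelium may also contribute and cannot be told apart from infiltration in bulk tissue.

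Synaptic genes fell and ribosomal protein genes rose, and gene length could bias both, since the median length was 5206 bases for the synaptic list, 1024 for the ribosomal set and 2876 for all tested genes. Across genes, log2 fold change and length had a Spearman correlation of -0.142. After a length correction the median of the synaptic list was -1.06, and after a GC and length correction it was -0.927, against -1.09 without. The median of the ribosomal set was 0.606 after the length correction, against 0.73, and 0.63 after the GC and length correction. All stayed past the threshold, which argues against a length or GC trend as the whole cause. GC content was at hand for 85.2% of tested genes and for 100% of both sets. The study reported fewer neurons stained for NeuN in the CA1 region after I/R. How much of the fall of synaptic genes came from loss of neurons was not tested here. Lower expression per neuron and reads shared with ribosomal pseudogenes were not tested either.

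Hspa1a, Hspa1b and Hspb1, 3 genes of the heat shock list, had 0, 2 and 10 counts over all 6 libraries together, while the 8 tested heat shock genes rose. In the table Hspa1a (chromosome 17, 34050970 to 34053086) and Hspa1b (34050973 to 34053089) lie on top of each other on the same strand. Hspb1 (chromosome 5, 135798914 to 135800750) has an unnamed gene inside it (135799029 to 135800619). Among other named protein-coding genes, 98 of 167 (58.7%, Wilson interval 51.1% to 65.9%) with such an overlap of at least 80% of both spans had at most 10 counts in all, against 3118 of 18475 (16.9%, 16.3% to 17.4%) without one (Fisher's exact test, two-sided, p of 1.51e-33). Overlapping gene models are a candidate explanation, and the counts of these genes should be read as not measured. Multigene families, which overlap often, can also be weakly expressed, and that was not separated. Reads shared with a copy stay open: 66.3% of the 50-base stretches of Hspa1a and 51.6% of those of Hspb1 also lie in another gene, but Hsp90aa1, with 58.5%, kept 2428 CPM in I/R. The share of stretches alone met the limit set for that test, and the value of Hsp90aa1, seen afterwards, was why it was left open. Oas1a, of the interferon list, overlaps Oas1g and had 0 counts.

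Under the naming rule, dentate granule genes held 3 of the 5 largest falls (Lct, Tdo2 and Dsp). Of 3412 genes that fell under that rule, 6 were in the dentate granule list. For at least 3 of these 6 among the 5 largest falls, the one-sided hypergeometric p was 3.02e-08. That p concerns the top of the ranking and not the list as a whole, and the test was chosen after the falls were seen. The rule requires a mean of at least 1 CPM in each group, so falls to a lower level are not ranked. The lowest log2 fold change of the homeostatic microglia list, -3.22, lay below that of Lct and outside the ranking. Less dentate gyrus tissue in the I/R libraries would lower alike those genes that are expressed only there. The 6 genes that fell spanned 2.38 on the log2 scale, from -3.15 to -0.77, with a largest SE of 0.74, and Glis3 rose by 0.71. How far these genes are expressed elsewhere in the hippocampus was not measured. Their spread therefore cannot decide whether less dentate tissue was the cause. Lower expression in granule cells may be part of the pattern, and loss of 1 subset of these cells was not tested.

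In the authors' deposited table, 2817 genes with a name were UP and 3141 with a name were DOWN, so that fewer rose than fell. The order of the directions quoted from the study above is the opposite. The number of named UP genes equals the number quoted above for genes that were lower, while the number of named DOWN genes differs from the one quoted for genes that were higher. Whether the quoted directions were exchanged was not settled here, so they are uncertain. Among the 7756 DEGs here more were higher than lower, but without I/R replicate 3 the order was the reverse, with 3778 higher and 3883 lower, and the split also depended on scaling. The reason was not tested.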
